A study of Mus musculus with 44 samples.

How the data were processed

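Open chromatin was profiled by ATAC-seq, which reads DNA that a transposase can reach, in primary neurons cultured from the cortex of mouse embryos at E16.5. The 44 libraries form 22 groups of 2 libraries each. The labels count the cortex of each embryo as a biological replicate, but nothing in them ties a library to its own embryo. Per the labels, all wells were silenced overnight with tetrodotoxin and D-AP5, depolarized wells then received 50 mM KCl, and DNase was added to the wells during the treatments.

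The deposited data used here are peak lists, 1 per library, on the mouse genome build mm10. Per the submitters' processing notes, FastQC, Trim Galore, Bowtie2, SAMtools, Picard, MACS2 and bedtools were used; the notes give no versions. Each line of a list is a summit inside an interval, and an interval with several summits is repeated. The authors' value at each summit is a fold enrichment, a ratio of the reads at the summit to 1 background level for the whole library. The deposited lists also give the −log10 p and the −log10 q of each summit as computed by the authors' peak caller. The score column of the deposited lists is the −log10 p times 10 and was not used. These values are the authors' own and depend on depth. They served here to rank or filter peaks within a list, and the steps of the fold enrichment also gave a background level, which was compared between libraries.

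No read counts per library were used, so depth was read from the lists. The even steps of the fold enrichment gave the background level, in reads piled up per base, which ran from 0.942 to 8.39 over the 44 libraries. It was 2.93 to 8.39 in the drug experiment, 1.39 to 1.80 in the Arid2 experiment and 0.942 to 3.68 at 18 days in vitro. The lists held 135590 to 282440 intervals. Read depth was otherwise unknown, and no counting interval was computed.

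In each library, the intervals on the 19 autosomes were ranked by their best −log10 p, and the top 75000 were kept, so that lists of equal length were compared. Windows of 500 bp were centred on the summits of these intervals, best rank first, and a window that overlapped an earlier one was dropped. This gave 223337 regions. A library held a region when an interval among its top 75000 overlapped it by at least 1 bp. The rank score of a region in a library was the log2 of 133009, the length of the shortest list, divided by the rank of the best overlapping interval, and 0 where none overlapped. A rise of 1 means a rank divided by 2, that is, nearer to the top of the list. Rank scores are relative within a library, so a region can rise because others fell. The number of intervals and the length they cover were compared on their own.

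Each experiment was fitted on its own with limma, with 1 mean per group, a trend in the moderated variance and Benjamini-Hochberg adjustment over the regions tested. Regions held by at least 2 libraries of the experiment were tested, 134791 in the drug experiment, 105955 in the Arid2 experiment and 136495 at 18 days in vitro. A region was called at an adjusted p under 0.05. Changes are given as differences of mean rank scores with the standard error of the fit. Limma pools the spread over all groups of an experiment, so a pair of libraries borrows its spread from the others. This unit has a weakness, seen only in the data. A window beside a strong promoter takes the promoter's rank in every library where their intervals merge. Every summit was therefore also ranked on its own, a setting chosen after seeing the data. Of the 190 regions with the largest changes over the 12 main comparisons, 27 were called with the same sign at summits. For this reason the change at summits is given for many of the regions named below.

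Regions were assigned to 21631 protein-coding genes of the annotation of the same build. This annotation gives only the start and end of each gene, so promoters by transcription start, motifs and GC content were not analysed here. A region at a gene end lay within 1 kb of either end of a gene, and a distal region within 100 kb of the nearest end. Of the regions, 11.7% lay at a gene end. The 12 gene lists were written from general knowledge before the data were examined, as were the comparisons, the rank score and the alternatives, other than those named as later. They held early activity genes (45 genes), late activity genes (35), genes of synapses and excitability (32), subunits of BAF and related complexes (30), excitatory neurons (20), inhibitory neurons (20), housekeeping genes (20), neural progenitors (18), astrocytes (16), oligodendrocytes (15), microglia (15) and vascular and meningeal cells (15); 1 gene is in more than 1 list. Each list was tested with camera of limma with an estimated correlation, adjusted over the 24 sets of a comparison; counts within a list were also adjusted over the list alone. Over the 12 main comparisons, 18 of 288 list results passed with the estimated correlation and 85 with the preset correlation of 0.01. Each list was compared with all other tested regions, so a shift of gene ends as a class enters the results at gene ends. With gene-end regions tested alone, 9 of 144 results passed.

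A rule for naming genes was drafted before the data were examined, but its entry in the fixed plan was left empty by mistake. The named regions therefore have no recorded prior rule and are to be read as chosen after their values were seen, with a preference for regions called both by interval and by summit.

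Per-library measures were compared with exact two-sided permutation tests that shuffled labels within strata of the other factors, 40 tests adjusted together. Sets of regions called in some libraries were measured in libraries that had no part in the choice, with the same tests, 52 tests adjusted together. In a comparison of 4 libraries with 4 the smallest possible p was 0.0556, and with 2 against 2 it was 0.333. Regions gained or lost were counted by overlap beside the other splits of the same libraries. The labels of the add-back libraries were examined at Smarcc2, where an integrated coding sequence can give reads over exons, at sites that the add-back and non-targeting libraries themselves served to choose. Knockout by guide RNA was not checked by peaks.

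The alternatives were lists of 30000 or 133009 intervals, only intervals with −log10 q of 5 or more, ranks by fold, an overlap of at least 50% of interval or window, chromosome X, other filters, no trend, the number of peaks as a covariate, a replicate block, and leaving out each library. Ties at their mean rank and ranking by summit were added after seeing the data. On simulated lists with a 2-fold change in 67 regions, the fraction recovered ran from 7.46% for the interaction of drug and depolarization to 100% for the drug. False calls were 162 of 335 for the drug and 713 of 891 for depolarization at 18 days in vitro, far over 5%. They were 6 of 58 for the interaction and 8 of 118 between the mutants, also over 5%, and 0 to 5 in each of the other comparisons. The cause was not tested. Numbers were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, numba 0.67.0, R 4.3.3 and limma 3.58.1, and drawn with Matplotlib 3.10.9.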

Results

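Accessible chromatin was mapped in cultured mouse cortical neurons in 3 experiments on the BAF complex, an ATP-driven chromatin remodeler, and on the response to membrane depolarization. The drug experiment had 16 libraries at 7 days in vitro (DIV7). Its 8 groups combined 0.1% DMSO or 100 nM FHT1015, an inhibitor of the BAF ATPase per the labels, with 10 or 30 min of treatment, with and without 50 mM KCl. The Arid2 experiment had 8 libraries at DIV7, from neurons with a non-targeting guide RNA or a knockout of Arid2, a subunit found only in the PBAF form of the complex, each unstimulated or depolarized for 30 min. The third experiment had 20 libraries at DIV18. Its 5 genotypes were non-targeting, knockout of the BAF core subunit Smarcc2 with an empty vector, and the same knockout with wild-type Smarcc2, Smarcc2 S586A or Smarcc2 S586E added back, each unstimulated or depolarized for 30 min. An alanine in place of this serine cannot be phosphorylated, and a glutamate there is commonly used to mimic a phosphate. Each group held 2 libraries.

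The lists held 146132 to 282440 intervals per library in the drug experiment, 135590 to 188379 in the Arid2 experiment and 165089 to 266049 at DIV18. All positions are on mm10, and all changes are differences of log2 rank scores with the standard error of the limma fit.

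Depolarization for 10 min in DMSO raised the rank of regions at genes that neurons switch on within minutes. A region 127 bp from the end nearest to it of Fos, an AP-1 transcription factor (chromosome 12, 85477151 to 85477650), rose from 1.56 ± 0.09 to 9.01 ± 0.60 (SD, n = 2 each), a change of 7.45 ± 1.28 (SE, adjusted p = 0.0164, 1.67 at summits). A region at the end of Npas4, an activity-induced transcription factor (chromosome 19, 4983499 to 4983998), was held by 0 of 2 unstimulated and 2 of 2 depolarized libraries and rose by 4.00 ± 0.27 (adjusted p = 3.02e-05, 1.57 at summits). Junb (chromosome 8, 84976426 to 84976925) rose by 1.39 ± 0.14 (adjusted p = 0.000842, 1.37 at summits), and Pcsk1, which encodes a prohormone convertase (chromosome 13, 75089612 to 75090111), by 1.22 ± 0.12 (adjusted p = 0.000593, 1.10 at summits). Of the 113 gene-end regions of the early activity list, 31 rose and 0 fell, or 52 and 0 when adjusted over the list alone (adjusted p = 0.0197 with an estimated correlation). Of 67 at late activity genes, 14 rose and 0 fell, or 36 and 0 adjusted over the list alone (adjusted p = 0.0122 with an estimated correlation). Of the 24 list results, 4 passed with an estimated correlation. Distal regions of the housekeeping list, chosen as a control, were among them, so passing was not limited to activity genes. Over all 134791 regions, 3351 rose and 1287 fell, so 72.3% of the called regions rose; by summit the fraction was 37.4%, and with lists of 133009 intervals 57.6%. Each group had only 2 libraries: leaving out any 1 of the 4 gave 1186 to 1432 called regions, and the region at Fos then had adjusted p of 0.0650 to 0.0889. With the number of intervals as a covariate it was 6.81 ± 1.51 (adjusted p = 0.0610).

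At 30 min the calls at activity genes were mixed. Npas4 stood at 4.16 ± 0.06 after KCl and 0.00 before it (n = 2 each, change 4.16 ± 0.27, adjusted p = 7.71e-06, 1.92 at summits). Fosb, another AP-1 gene, rose in a distal region (chromosome 7, 19304526 to 19305025) by 5.31 ± 0.14 (adjusted p = 4.44e-09, 0.90 at summits), and a distal region of the nuclear receptor gene Nr4a1 (chromosome 15, 101268570 to 101269069) by 6.68 ± 0.11 (adjusted p = 5.36e-10, 1.21 at summits). Arc, which encodes a regulator of synaptic strength, rose in a distal region (chromosome 15, 74679064 to 74679563) by 0.96 ± 0.13 at 10 min and by 1.49 ± 0.13 at 30 min (adjusted p = 0.00574 and 7.84e-05). Another distal region of Arc (from 74667704) had changes of 0.10 ± 0.29 and −0.01 ± 0.29 (adjusted p = 0.956 and 1). Egr1 had 2.42 ± 0.69 at 30 min (adjusted p = 0.0360), but 0.18 at summits (adjusted p = 0.633), and kept its call in 9 of 13 other settings; without any 1 of the 4 libraries it was lost (adjusted p = 0.104 to 0.144). The region at Fos had a change of 3.78 ± 1.28 at 30 min (adjusted p = 0.0657, 1.56 at summits), and that at Junb 0.20 ± 0.14 (adjusted p = 0.367). Lower ranks were seen at distal regions of Cux2, a transcription factor of upper-layer neurons (chromosome 5, 121904733 to 121905232; change −1.25 ± 0.15, adjusted p = 0.000501, −1.54 at summits), and of the AMPA receptor gene Gria1 (chromosome 11, 57030314 to 57030813, −1.35 ± 0.20, adjusted p = 0.00158). A region at the end of Dpf1, a subunit of the neuronal BAF complex (chromosome 7, 29303588 to 29304087), fell from 7.79 ± 0.18 to 5.93 ± 0.43 (n = 2 each, change −1.86 ± 0.29, adjusted p = 0.00231, −1.91 at summits).

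The 30 min response covered both kinds of region at activity genes. Of the gene-end regions of the early activity list 65 of 113 rose and 1 fell (adjusted p = 0.00690 with an estimated correlation), and of the distal regions 232 of 502 rose and 26 fell (adjusted p = 0.00545 with an estimated correlation). For late activity genes 38 of 67 gene-end regions rose and 1 fell, and 114 of 331 distal regions rose and 13 fell, both with adjusted p = 0.00545 with an estimated correlation. Adjusted over the list alone, the early list gave 70 up and 4 down at gene ends. Distal regions of the housekeeping list, chosen as a control, also rose in 33 of 118 cases and fell in 5 (adjusted p = 0.00690 with an estimated correlation). In total 14980 regions rose and 10326 fell (59.2% up; 35.9% up by summit). Leaving out any 1 of the 4 libraries gave 12521 to 16316 called regions. Across the 134791 regions, which are not independent replicates, the changes at 10 and 30 min had a Pearson r of 0.49.

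**Figure D1:**
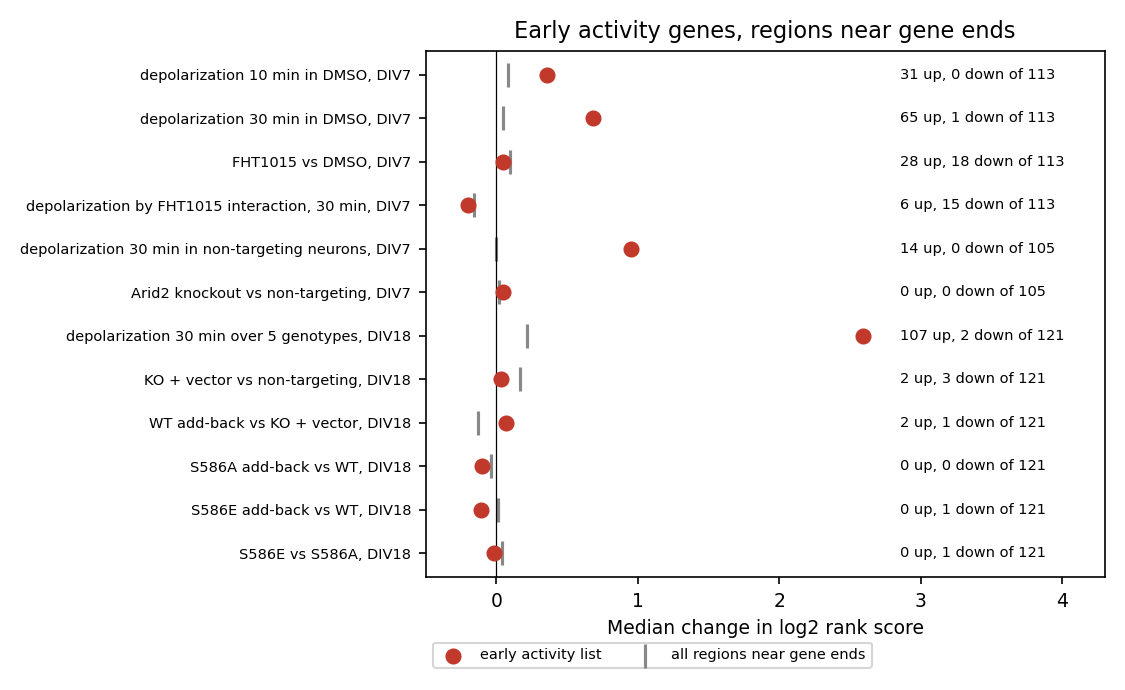
For each of the 12 main comparisons, the red point is the median change in log2 rank score over gene-end regions of the early activity list, and the grey bar is the median over all gene-end regions tested; the counts at the right give the list's regions called up and down. The largest median, 2.59, belongs to depolarization at DIV18, where 107 regions rose and 2 fell of 121.

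Libraries with FHT1015 held fewer intervals. The 8 FHT1015 libraries held 180777 ± 26200.5 intervals and the 8 DMSO libraries 253528 ± 18569.1 (SD, exact permutation p = 0.00154, the smallest the design allows; adjusted p = 0.0309). The covered length was 83.9 ± 13.9 Mb with FHT1015 and 113 ± 5.85 Mb with DMSO (exact permutation p = 0.00154, adjusted p = 0.0309). Of the top intervals, 18.4 ± 1.51% lay at a gene end with FHT1015 and 16.6 ± 0.12% with DMSO (n = 8 each, exact permutation p = 0.00309, adjusted p = 0.0334). In unstimulated libraries this was 17.7 to 20.8% against 16.5 to 16.6%, but at 10 min with KCl it was 16.6 and 16.9% against 16.8 and 16.5%. The background level, a measure of depth, was 5.81 ± 1.69 with FHT1015 and 6.83 ± 1.03 with DMSO (n = 8 each, exact permutation p = 0.162).

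**Figure D2:**
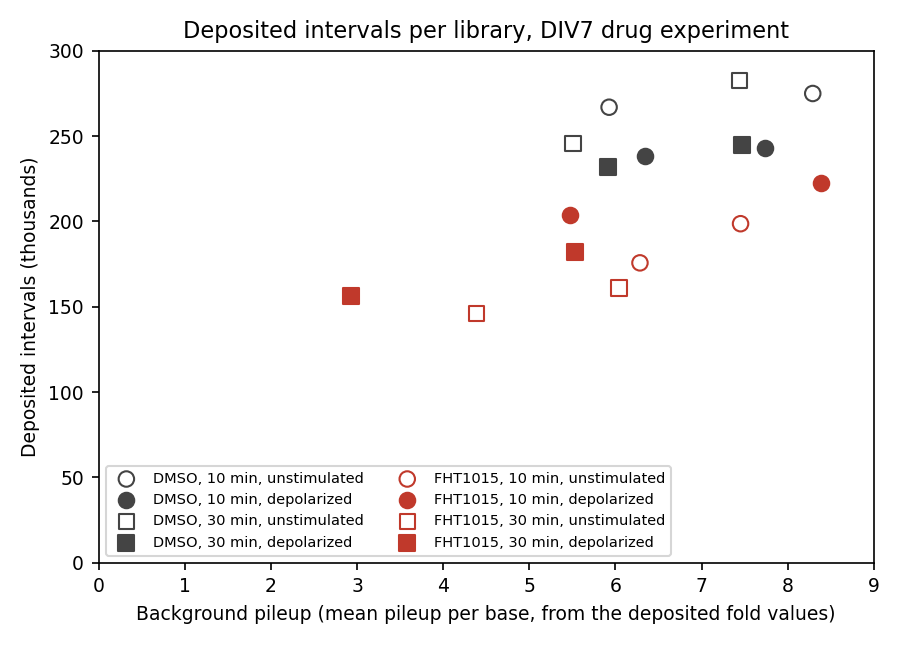
Each point is 1 library of the drug experiment, with the background pileup on the horizontal axis and deposited intervals, in units of 1000, on the vertical axis; colour gives the drug, shape the time and fill the depolarization. All 16 pairs of an FHT1015 and a DMSO library of the same time and state have fewer intervals with FHT1015, 5 of them with the higher background in the FHT1015 library.

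Within lists of equal length and over both states, 35.1% of the gene-end regions rose and 17.1% fell; of the distal regions 29.9% rose and 38.4% fell; of regions over 100 kb from any gene 16.2% rose and 47.4% fell. The states differed. In unstimulated neurons 3978 gene-end regions rose and 805 fell at 10 min, and 7063 and 2458 at 30 min, but in depolarized neurons 145 rose and 463 fell, and 3046 and 3460. Distal regions at 10 min without KCl gave 13524 up and 13106 down, but by summit 4774 up and 14546 down. At 30 min without KCl 23358 distal regions rose and 31739 fell. With KCl it was 696 and 2033 at 10 min, and 13886 and 21376 at 30 min. The distal region of Arc (chromosome 15, from 74679064) stood at 2.69 ± 0.65 with FHT1015 and 3.85 ± 0.67 with DMSO (n = 8 each), a change of −1.16 ± 0.06 (adjusted p = 1.38e-06, −1.68 at summits). Distal regions also fell at Kdr, a receptor of endothelial cells (chromosome 5, 75845948 to 75846447, −1.36 ± 0.11, adjusted p = 8.61e-06, −1.54 at summits), at the collagen gene Col1a1 (chromosome 11, 94955088 to 94955587, −1.37 ± 0.10, adjusted p = 3.79e-06), at Cux1 (chromosome 5, 136540905 to 136541404, −1.32 ± 0.11, adjusted p = 8.34e-06) and at Dlx2, a transcription factor of the interneuron lineage (chromosome 2, 71636543 to 71637042, −1.20 ± 0.07, adjusted p = 1.43e-06). Regions rose at Pdgfra (chromosome 5, 75151902 to 75152401, 1.74 ± 0.28, adjusted p = 0.000394, 0.72 at summits) and near Maf (chromosome 8, 115709389 to 115709888, 1.06 ± 0.12, adjusted p = 4.69e-05, 0.82 at summits). Fos, Egr1 and Npas4 had changes of 0.55 ± 0.64, 0.71 ± 0.35 and −0.03 ± 0.13 (adjusted p = 0.470, 0.0960 and 0.834). Junb fell by 0.40 ± 0.07 (adjusted p = 0.000607, −0.56 at summits), and with the number of intervals as a covariate it had −0.22 ± 0.26 (adjusted p = 0.623). At summits the first 3 passed, with changes of 0.64, 0.79 and −0.42 (adjusted p = 6.35e-05, 0.000135 and 0.00988), so the call at these genes depends on the unit.

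Among the fixed lists, gene-end regions of excitatory neuron genes rose with FHT1015 in 40 of 58 cases and fell in 1 (adjusted p = 0.0411 with an estimated correlation), and distal regions of housekeeping genes rose in 51 of 118 and fell in 14 (adjusted p = 0.0285 with an estimated correlation). The median change was 0.10 over all gene-end regions and −0.12 over all distal regions. The result at excitatory gene ends therefore mixes this shift with any effect of the list. The other lists did not pass. Gene-end regions of the BAF subunit list were up in 29 of 48 cases and down in 3 (adjusted p = 0.0845 with an estimated correlation), and those of inhibitory neuron genes in 26 and 1 of 44 (adjusted p = 0.298). The counts up and down for distal regions were 81 and 172 of 502 at early activity genes, 114 and 112 of 331 at late activity genes, 146 and 178 of 467 at synapse genes, 78 and 109 of 295 at progenitor genes, 52 and 63 of 195 at astrocyte genes, 56 and 35 of 141 at oligodendrocyte genes, 27 and 22 of 66 at microglia genes and 18 and 30 of 64 at vascular genes, with adjusted p from 0.617 to 0.973 with an estimated correlation. Over all regions 38262 rose and 48951 fell, 87213 in all. On simulated lists 162 of 335 calls in this comparison were false, so the total is not held to 5% false calls. With the log2 number of intervals as a covariate 464 regions were called, and the 7 regions named above as changed, leaving Junb aside, were not (adjusted p = 0.0532 to 0.131). Their changes did not shrink, apart from Cux1 at −1.22: the other 4 that fell had −1.31 to −1.56, and Maf and Pdgfra 1.31 and 2.93. These 7 calls ended because the standard errors, 0.06 to 0.28 before, grew to 0.24 to 0.99. At Junb the change itself shrank, from −0.40 to −0.22. The number of intervals is itself lower with FHT1015 in 16 of 16 pairs.

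The time course of the drug was seen in regions chosen at 10 min. Of the 17188 regions called up at 10 min, the 4 FHT1015 libraries at 30 min held 87.8 ± 8.23% and the 4 DMSO libraries 66.7 ± 1.22%; of the 18267 called down they held 45.9 ± 8.01% and 85.2 ± 1.79%. Both exact permutation p were 0.0556, the smallest the design allows, with adjusted p = 0.0903. In unstimulated neurons the changes at 10 and 30 min of FHT1015 had a Pearson r of 0.63 across regions, which are not independent replicates.

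Whether FHT1015 alters the response to KCl was tested as an interaction, the 30 min response with FHT1015 minus that with DMSO. It was positive near Dusp6, a phosphatase that restrains ERK signaling (chromosome 10, 99323219 to 99323718, 2.84 ± 0.19, adjusted p = 1.69e-05), and near Reln, which encodes the secreted protein reelin (chromosome 5, 21982988 to 21983487, 1.81 ± 0.20, adjusted p = 0.000272, 2.27 at summits). A distal region of the BAF gene Arid1b (chromosome 17, 5352812 to 5353311) fell with KCl in DMSO by 1.06 and had an interaction of 2.57 ± 0.26 (adjusted p = 0.000172, 2.13 at summits). The interaction was negative at Neurod6, a neuronal differentiation factor (chromosome 6, 55680260 to 55680759, −2.90 ± 0.15, adjusted p = 2.75e-06, −0.79 at summits); with an overlap of at least 50% it was −3.12 ± 1.61 and the call ended with the larger error (adjusted p = 0.206). For Fos, Egr1, Junb and Fosb it was −0.66, −0.03, 0.28 and −0.04 (adjusted p = 0.834, 0.989, 0.339 and 0.904); at summits that of Fosb was 1.16 (adjusted p = 0.000943). For Npas4 it was −0.30 (adjusted p = 0.615), and −1.32 at summits (adjusted p = 0.0185). At gene ends of the early activity list 6 of 113 regions had a positive and 15 a negative interaction (adjusted p = 0.631 with an estimated correlation). With FHT1015 present, 238 of the 502 distal regions of that list rose at 30 min and 22 fell (adjusted p = 0.0213 with an estimated correlation), and 53 of the 113 gene-end regions rose and 5 fell (adjusted p = 0.112 with an estimated correlation). In all 15002 interactions were positive and 13026 negative (53.5% positive; 73.8% by summit and 66.7% with lists of 30000 intervals). The kinds of region differed. Over all gene ends 551 were positive and 3039 negative (2.39% and 13.2% of those tested). Distal regions had 10529 and 8596, and regions over 100 kb from any gene 3922 and 1391. On simulated lists 6 of 58 calls in this comparison were false, over 5%. Of the simulated changes, 7.46% were recovered at 2-fold and 71.2% at 4-fold. An interaction that was not called therefore does not show an unaltered response.

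In the Arid2 experiment, some activity genes were called in non-targeting neurons depolarized for 30 min, and no list passed. Egr1, an immediate early transcription factor (chromosome 18, 34865300 to 34865799), rose from 2.64 ± 0.11 to 10.61 ± 0.02 (n = 2 each, change 7.97 ± 0.25, adjusted p = 1.99e-05, 4.86 at summits). Npas4 rose by 6.07 ± 0.45 (adjusted p = 0.00164, 5.69 at summits), Fos by 6.52 ± 0.57 (adjusted p = 0.00401, 3.05 at summits) and a distal region of Nr4a1 by 6.89 ± 0.37 (adjusted p = 0.000279, 2.34 at summits). Junb, Fosb and the Arc region from 74667704 were not called, with changes of 1.65 ± 0.34, 4.70 ± 0.93 and 1.07 ± 0.38 (adjusted p = 0.206, 0.186 and 0.436). The counts were 14 up and 0 down of 105 gene-end regions of the early activity list, or 37 and 1 adjusted over the list alone (adjusted p = 0.0507 with an estimated correlation). Over all 105955 regions 163 rose and 122 fell (57.2% up; 86.0% by summit, 82.8% with lists of 30000 intervals). With the number of intervals as a covariate 20 regions were called (75.0% up). Nr4a1 kept its call (9.05 ± 0.67, adjusted p = 0.0357). Fos (8.35), Npas4 (7.68) and Egr1 (8.18) lost theirs because the standard errors grew, at Fos from 0.57 to 1.55 (adjusted p = 0.267, 0.159 and 0.0554). Leaving out 1 of the 4 libraries gave 325 to 513 called regions, the highest without the unstimulated library 1.

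Arid2 knockout left these genes within the error of the fit. The change against non-targeting was −0.13 ± 0.40 at Fos, −0.05 ± 0.18 at Egr1 and 0.03 ± 0.32 at Npas4 (n = 4 each, adjusted p = 0.997, 0.999 and 1). None of the 24 list results passed with an estimated correlation or with the preset one. In limma, 78 regions rose and 51 fell, and 5084 had an unadjusted p under 0.05; by summit 35 were called, and the fraction up moved from 60.5% to 37.1%. Leaving out 1 library gave 190 to 350, the last without the unstimulated non-targeting library 1. By overlap, 2898 regions were gained and 2305 lost in unstimulated neurons, and another split of the same 4 libraries gave 3149. With an additive fit 10 regions were called, and 32 of 34 splits of the libraries, the real one included, gave as many or more, up to 30, so chance cannot be excluded. On simulated lists 44.8% of 2-fold changes were recovered. The number of intervals was 162094 ± 21679 with knockout and 165131 ± 23091.2 without (n = 4 each, exact permutation p = 0.444).

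At DIV18, 30 min of KCl raised the rank of regions at Fos, Egr1, Npas4, Arc and Bdnf, over 10 libraries in each state. At Fos the score was 10.03 ± 0.55 with KCl and 0.03 ± 0.09 without it (SD, n = 10 each, change 10.00 ± 0.11, adjusted p = 2.27e-15, 8.93 at summits). Egr1 rose by 9.02 ± 0.20 (adjusted p = 7.31e-13, 9.86 at summits) and Npas4 by 7.79 ± 0.25 (adjusted p = 4.79e-11, 7.88 at summits). The Arc region not called at DIV7 (chromosome 15, 74667704 to 74668203) rose by 6.24 ± 0.19 (adjusted p = 2.05e-11, 5.61 at summits). A distal region of Bdnf, a neurotrophin gene (chromosome 2, 109619673 to 109620172), was held by 9 of 10 depolarized and 0 of 10 unstimulated libraries and rose by 1.46 ± 0.13 (adjusted p = 2.39e-06, 1.08 at summits). Ranks fell at distal regions of Slc1a2, a glutamate transporter of astrocytes (chromosome 2, 102677333 to 102677832, −1.62 ± 0.12, adjusted p = 8.65e-07, −1.77 at summits), and Arid1b (chromosome 17, 5084140 to 5084639, −1.44 ± 0.12, adjusted p = 1.38e-06, −1.80 at summits), and at the end of the NMDA receptor gene Grin1 (chromosome 2, 25290543 to 25291042, −1.73 ± 0.24, adjusted p = 0.000105, −1.05 at summits).

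Of the gene-end regions of the early activity list 107 of 121 rose and 2 fell, and of the distal ones 395 of 622 rose and 44 fell (both adjusted p = 0.00551 with an estimated correlation). Late activity genes rose in 58 of 79 gene-end regions and fell in 2 (adjusted p = 0.00551 with an estimated correlation). Distal regions of the housekeeping list rose in 70 of 124 cases and fell in 13 (adjusted p = 0.0143 with an estimated correlation). Distal regions of synapse and excitability genes went both ways, 132 up and 152 down of 589 (adjusted p = 0.438 with an estimated correlation). In total 32364 regions rose and 25711 fell (55.7% up; 41.4% by summit). On simulated lists 713 of 891 calls in this comparison were false, so this total too is not held to 5%. The depolarized libraries held 205953 ± 18413.7 intervals and the unstimulated 234409 ± 26335 (n = 10 each, permutation p = 0.00334, adjusted p = 0.0334). Counting only intervals with −log10 q of 5 or more this did not pass (adjusted p = 0.130), nor did the covered length, 88.7 against 94.2 Mb (permutation p = 0.167).

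The regions gained with KCl at DIV7 and DIV18 overlapped. The 13954 regions called up by 30 min of KCl in the DMSO libraries alone were held at DIV18 to 57.1 ± 2.04% by depolarized and 41.2 ± 2.75% by unstimulated libraries (n = 10 each, permutation p = 0.000257, the smallest the design allows; adjusted p = 0.00223). The 612 regions called up in the Arid2 experiment were held to 80.2 ± 5.93% and 65.7 ± 2.87% in the drug experiment (n = 8 each, exact permutation p = 0.00154, adjusted p = 0.0100) and to 76.8 ± 2.09% and 55.3 ± 2.63% at DIV18 (n = 10 each, adjusted p = 0.00223). Its 198 regions called down were held to 84.5 ± 5.09% and 86.8 ± 5.31% in the drug experiment (n = 8 each, exact permutation p = 0.0988). At DIV18 the depolarized libraries held more of them, 78.5% against 72.9%, a difference of 5.56 (n = 10 each, permutation p = 0.0224, adjusted p = 0.0895), and with lists of 30000 intervals the direction turned, 64.7% against 71.6% of 274 regions (adjusted p = 0.00191). Across the 88939 regions tested in both, the DMSO 30 min and DIV18 changes had a Pearson r of 0.47 and a Spearman rho of 0.52; 7103 regions were up in both, against 2856 if the calls were independent.

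**Figure D3:**
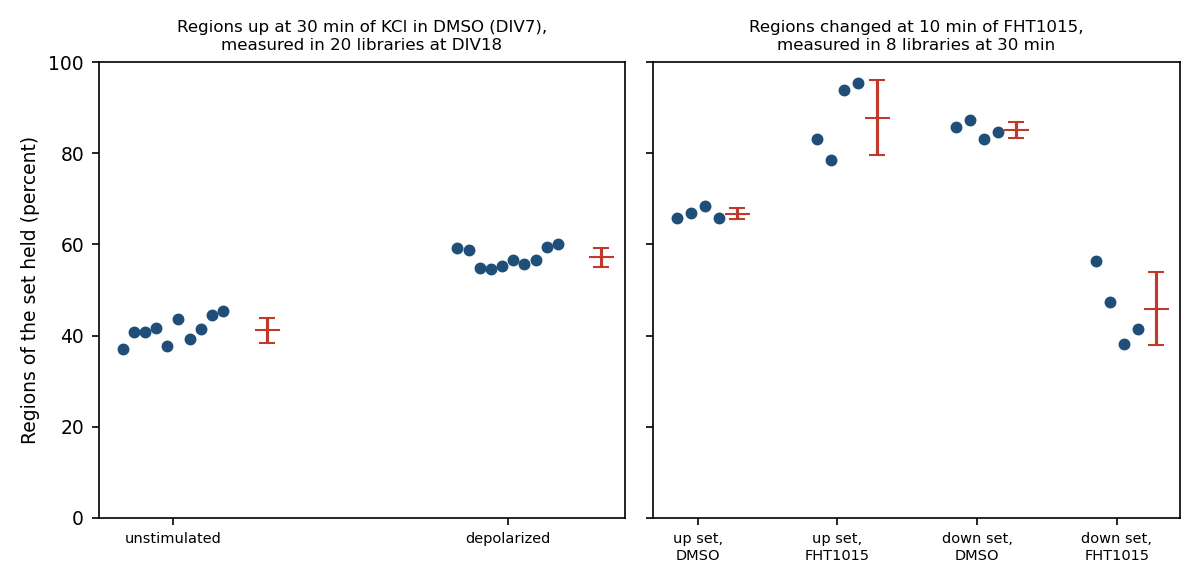
Points are libraries and the vertical axis is the percentage of a region set that a library holds among its top 75000 intervals; red bars give the mean and SD. On the left, the set called up by 30 min of KCl in DMSO is measured at DIV18 (57.1% in depolarized and 41.2% in unstimulated libraries), and on the right the sets changed at 10 min of FHT1015 are measured at 30 min.

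The regions named for Smarcc2 knockout at DIV18 were chosen after their values were seen, and knockout and add-back share the 4 vector libraries. A distal region of Neurod6 (chromosome 6, 55592189 to 55592688) stood at 3.71 ± 0.60 in non-targeting neurons, 2.11 ± 0.72 in knockout with vector and 3.57 ± 0.59 with wild-type add-back (SD, n = 4 each). The change with knockout was −1.60 ± 0.27 (adjusted p = 0.00476, −1.92 at summits) and with add-back 1.46 ± 0.27 (adjusted p = 0.00951, 1.75 at summits). Distal regions of Flt1, a VEGF receptor (chromosome 5, 147707429 to 147707928), and of the Notch ligand gene Dll1 (chromosome 17, 15365597 to 15366096) fell with knockout by 1.44 ± 0.18 and by 1.75 ± 0.28 (adjusted p = 0.00102 and 0.00341), and rose with add-back by 1.14 ± 0.18 and 1.45 ± 0.28 (adjusted p = 0.00462 and 0.0108). Near Dlx2 (chromosome 2, 71598229 to 71598728) the change was −1.45 ± 0.27 with knockout and 1.56 ± 0.27 with add-back (adjusted p = 0.00740 and 0.00746). In the other direction, a distal region of the synaptic vesicle gene Syn2 (chromosome 6, 115102529 to 115103028) was 1.41 ± 0.23 higher with knockout and −1.47 ± 0.23 with add-back (adjusted p = 0.00393 and 0.00462). With the number of intervals as a covariate the calls with knockout were lost at Neurod6 (−1.37 ± 0.43, adjusted p = 0.0760), Dlx2 (−1.26 ± 0.44, adjusted p = 0.0962) and Syn2 (1.21 ± 0.37, adjusted p = 0.0673), with smaller changes and larger standard errors. Flt1 and Dll1 kept theirs, and with add-back all 5 did. The Arc region from 74667704 was lower with knockout, −1.23 ± 0.29 (adjusted p = 0.0195, −1.42 at summits), and higher with add-back, 1.05 ± 0.29 (adjusted p = 0.0445, 1.33 at summits). Leaving out 1 library kept these calls in 4 and 1 of 8 cases, with adjusted p up to 0.0716 and 0.133, and with the covariate they ended on larger errors at −1.25 ± 0.47 and 1.06 ± 0.38 (adjusted p = 0.119 and 0.108). Fos, Egr1 and Npas4 had changes of 0.23 ± 0.17, −0.22 ± 0.32 and −0.45 ± 0.39 with knockout (adjusted p = 0.386, 0.669 and 0.464). For Egr1 the change with add-back was 3.45 ± 0.32 (adjusted p = 9.08e-05), but 0.49 at summits (adjusted p = 0.186).

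Over all regions 5558 rose and 10664 fell with Smarcc2 knockout (34.3% up; 22.5% by summit, 48.5% with the number of intervals as covariate), and 6388 rose and 4727 fell with wild-type add-back (57.5% up; 74.5% by summit). Both comparisons share the 4 vector libraries, so part of the opposite signs follows from them; against non-targeting, which they do not share, wild-type add-back gave 293 up and 154 down (671 and 44 by summit). Leaving out 1 library gave 6686 to 14865 regions for the knockout, moving the count over 1.5 times for 6 of the 8 libraries. It moved most without the depolarized non-targeting library 1, which had the highest background at DIV18, 3.68. For the add-back, leaving out 1 library gave 4343 to 6840, moving the count for all 8, most without its depolarized library 1. At gene ends 3.99% of regions rose and 1.57% fell with knockout, and of regions over 100 kb from any gene 3.12% rose and 11.8% fell. None of the 24 list results passed with an estimated correlation; distal regions of early activity genes gave 10 up and 48 down of 622 (adjusted p = 0.698 with an estimated correlation). With wild-type add-back 0 of 24 passed, but mean list scores, less that of all regions, moved. Astrocyte, progenitor, oligodendrocyte, microglia and vascular lists scored higher in every add-back than in every vector library of the same state. Synapse and excitatory lists scored lower, and the inhibitory list overlapped. Unstimulated, the astrocyte list was −0.07 and −0.13 with add-back and −0.40 and −0.33 with vector. The cause was not tested. The intervals numbered 191566 ± 20974.2 with vector, 235634 ± 21404.4 with non-targeting and 218474 ± 20438.7 with wild-type add-back (n = 4 each, both exact permutation p = 0.0556, the smallest the design allows; adjusted p = 0.111). The changes with FHT1015 and with Smarcc2 knockout had a Pearson r of 0.30 and a Spearman rho of 0.38 across 88939 regions, which are not independent replicates, and 2999 regions were up in both against 1442 if independent. FHT1015 and vector libraries both held fewer intervals than their controls. Of their top intervals, 18.4% lay at a gene end with FHT1015 and 16.6% with DMSO, and 18.2% with vector and 16.8% with non-targeting. A shared difference in signal over background was therefore not separated from shared target regions. By percent held, no set of regions chosen in 1 of these experiments passed in the other with the main list length. The set called up at 10 min of FHT1015 was held to 61.7 ± 1.84% with knockout and 49.3 ± 6.77% without (n = 4 each, exact permutation p = 0.0556, the smallest the design allows; adjusted p = 0.0903). The set called down was held to 51.6 ± 0.825% and 53.1 ± 3.55% (exact permutation p = 0.333). The 143 regions called up in unstimulated knockout neurons were held to 80.2 ± 3.32% with FHT1015 and 78.3 ± 3.99% with DMSO (n = 8 each, exact permutation p = 0.284), and the 68 called down to 40.4 ± 8.09% and 48.0 ± 5.21% (exact permutation p = 0.0664, adjusted p = 0.105). The mean rank score of these 68 was 0.995 and 1.23 (n = 8 each, exact permutation p = 0.0309, adjusted p = 0.0903), and with lists of 133009 intervals the 179 regions called down passed, with 0.761 and 0.960 (adjusted p = 0.0401).

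The response to KCl was called in every DIV18 genotype: 10982 regions rose and 5099 fell in non-targeting neurons, 5378 and 3672 with knockout and vector, 5665 and 3722 with wild-type add-back, 3791 and 2453 with S586A, and 4212 and 1373 with S586E. By interval 59.4 to 75.4% of the called regions rose; by summit it was 42.3%, 39.5%, 40.3%, 43.9% and 55.2% in the same order, so the direction turned in all but S586E. The difference between responses was tested directly. Knockout minus non-targeting gave 43 regions up and 148 down, and wild-type add-back minus knockout 28 and 49. By summit few regions were called, 4 up and 7 down, and 5 up and 3 down.

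The phosphosite mutants differed from wild-type add-back at few regions outside Smarcc2 itself. A region inside Smarcc2 (chromosome 10, 128480677 to 128481176) stood at 8.10 ± 0.74 with wild type, 14.33 ± 0.74 with S586A and 6.76 ± 0.53 with S586E (SD, n = 4 each). S586A against wild type was 6.23 ± 0.38 (adjusted p = 4.15e-06, 4.91 at summits) and S586E against S586A −7.57 ± 0.38 (adjusted p = 6.40e-07, −6.24 at summits). Fos had changes of −0.49 ± 0.17 in S586A and 0.12 ± 0.17 in S586E against wild type (adjusted p = 0.789 and 0.931). Egr1 was lower in S586E than in wild type by interval, −3.40 ± 0.32 (adjusted p = 0.000277), but −0.27 at summits (adjusted p = 0.856). S586A against wild type gave 64 regions up and 20 down (76.2% up; 90.6% with lists of 30000 intervals, 59.7% with −log10 q of 5 or more), 16 of the 64 inside Smarcc2. S586E against wild type gave 49 up and 48 down (50.5% up; 21.4% with lists of 30000 intervals). Leaving out 1 library gave 134 to 176 regions for S586A, and 132 to 1128 for S586E, the highest without the unstimulated S586E library 2.

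Comparing the mutants with each other, 5 regions at genes of the oligodendrocyte lineage, chosen after their values were seen, ranked higher with S586E; the list as a whole did not pass. A distal region of the myelin gene Cldn11 (chromosome 3, 31166363 to 31166862) stood at 2.81 ± 0.43 with S586E and 0.33 ± 0.41 with S586A (SD, n = 4 each, change 2.48 ± 0.31, adjusted p = 0.00290, 2.46 at summits). Regions of Gpr17, a receptor of oligodendrocyte precursors (chromosome 18, 31949883 to 31950382), and Pdgfra, a receptor of the same cells (chromosome 5, 75163248 to 75163747), were held by 4 of 4 S586E and 0 of 4 S586A libraries, with changes of 2.13 ± 0.32 and 1.86 ± 0.25 (adjusted p = 0.00898 and 0.00516). The transcription factor genes Myt1 (chromosome 2, 181795648 to 181796147) and Olig2 (chromosome 16, 91233336 to 91233835) had changes of 2.82 ± 0.43 and 2.25 ± 0.36 (adjusted p = 0.0117 and 0.0155). Leaving out each of the 8 libraries in turn, Cldn11, Gpr17 and Pdgfra kept their calls 8 of 8 times, Myt1 5 times and Olig2 4 times, with adjusted p up to 0.0769. Of the oligodendrocyte list 6 of 111 distal regions rose and 0 fell, or 13 and 0 adjusted over the list alone (adjusted p = 0.174 with an estimated correlation), and at gene ends 1 of 16, or 5 adjusted over the list alone (adjusted p = 0.132 with an estimated correlation). Distal regions of the neural progenitor list were called up in 1 of 195 cases, and the list as a whole ranked higher with S586E (median change 0.16; adjusted p = 0.0213 with an estimated correlation). For microglia genes 0 of 59 distal regions were called by limma (median change −0.16; adjusted p = 0.220), and for vascular genes 0 of 61 (−0.08; adjusted p = 0.845). On simulated lists 8 of 118 calls in this comparison were false. Tested within a state, 145 regions rose and 188 fell unstimulated (43.5% up; 66.2% by summit). Depolarized, 41 rose and 34 fell (54.7% up; 35.7% by summit). The share up over both states, given next, was larger than in either state. In total 420 regions rose and 132 fell (76.1% up; 86.6% by summit, 60.4% with −log10 q of 5 or more); without the unstimulated S586E library 2 the count was 2038, and without the unstimulated S586A library 1 it was 275.

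**Figure D4:**
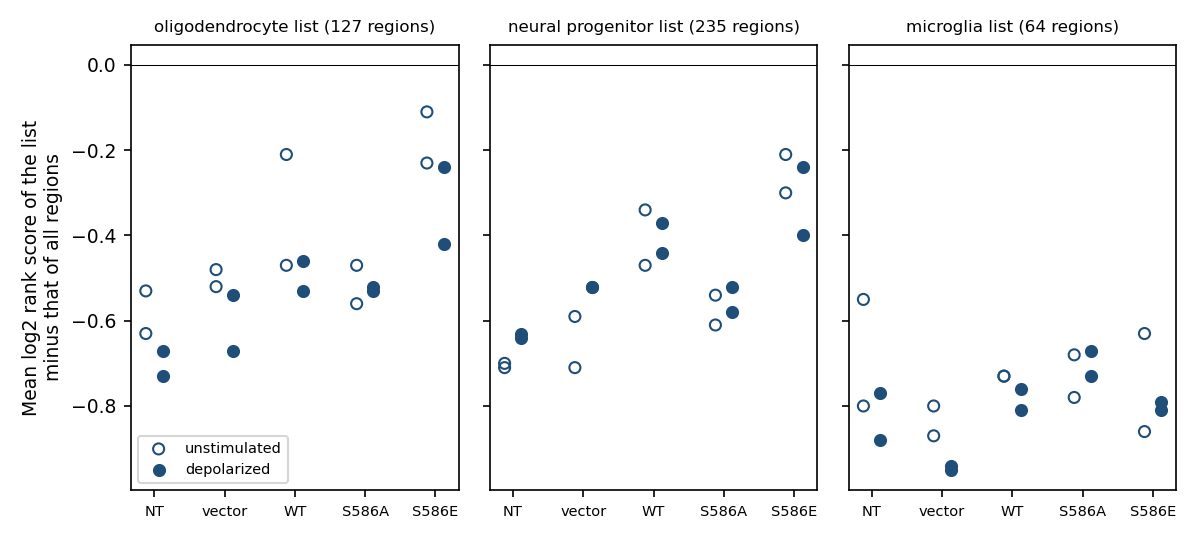
Each point is a DIV18 library and the vertical axis is the mean log2 rank score over all regions of a gene list minus that over all regions tested, for the oligodendrocyte, neural progenitor and microglia lists; open points are unstimulated and filled points depolarized. For the oligodendrocyte list the S586E libraries average −0.17 unstimulated and −0.33 depolarized, and the S586A libraries −0.52 in both states.

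Over Smarcc2 (chromosome 10, 128459182 to 128490591), 18 sites were chosen for a top interval in at least 10 of the 12 add-back libraries and in 0 non-targeting libraries, so the presence in the first and the absence in the second follow from the choice. The vector libraries had no part in it and had a top interval at 0 of 18 sites each. The median rank at these sites was 638.5 to 927.0 with S586A, 2985.0 to 6731.5 with wild type and 5142.5 to 8581.0 with S586E. These short sites lie inside the gene, and S586A ranked above both others in every library.

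**Figure D5:**
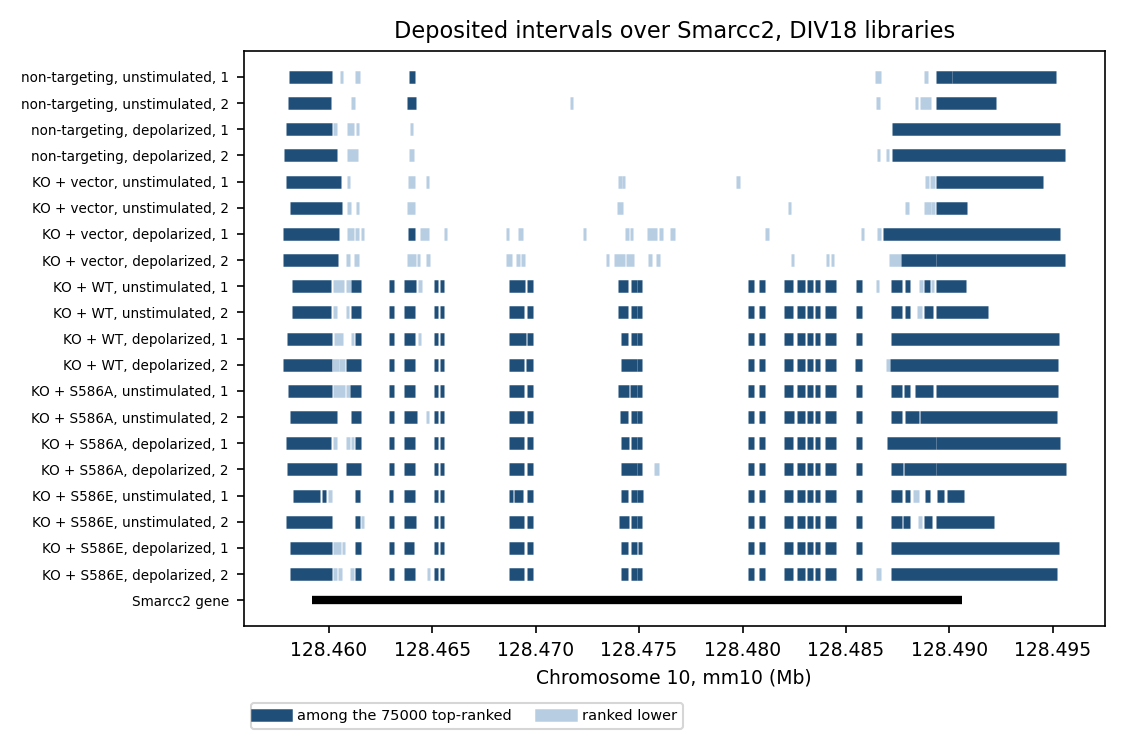
Deposited intervals over the Smarcc2 gene on chromosome 10 are drawn for each DIV18 library, dark for the 75000 top-ranked and pale for those ranked lower, with the gene as the black bar. The 18 sites were chosen for dark intervals in the add-back and not in the non-targeting libraries; the 4 vector libraries, which had no part in the choice, have 0.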

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

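The tests of the 3 patterns weighed here and the counts over other splits of the libraries were chosen after the results were seen, as was the interaction at 10 min; the other differences between responses were planned.

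The response to KCl differed with FHT1015 at 28028 regions at 30 min and at 3240 at 10 min, each by a direct test of the difference between responses. By summit the 10 min count was 9262, with 73.6% positive against 44.7% by interval. At 10 min gene-end regions of late activity genes had 0 positive and 4 negative interactions of 67, or 1 and 19 adjusted over the list alone (adjusted p = 0.0416 with an estimated correlation). Distal regions of housekeeping genes, a control, had 0 and 4 of 118, or 0 and 5 adjusted over the list alone, with the same adjusted p. For the response with Arid2 knockout 137 regions were called, and 21 by summit; 4985 of 105955 unadjusted p were under 0.05, fewer than 5%. At DIV18 the response differed at 191 regions between knockout and non-targeting, at 77 between wild-type add-back and knockout, at 64 between S586A and wild type, at 80 between S586E and wild type and at 96 between S586E and S586A. By summit these were 11, 8, 6, 2 and 8. For S586A 4831 of 136495 unadjusted p were under 0.05, fewer than 5%. Each of these differences in response at DIV18 rests on 2 libraries per group.

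The background level of the unstimulated wild-type add-back library 2 was 2.41, and the other 3 wild-type libraries lay between 2.02 and 2.07. It was 1 of 44 combinations of a group and a measure to stand apart, and chance gives about 1 in 20.

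In the vector libraries, which hold no added Smarcc2, lower-ranked intervals lay at 6 and 7 of the 18 add-back sites in the depolarized libraries 1 and 2, and at 1 and 4 in the unstimulated ones. The non-targeting libraries, which served to choose the sites, had them at 0 or 1 site. None of these intervals was among the top 75000, and the difference was not tested.

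The fewer intervals with FHT1015 were weighed against depth and against a lower signal over background. In 5 of 5 pairs in which the FHT1015 library had the higher background, a measure of depth, it still had fewer intervals, which argues against a difference in depth between groups. With the log2 number of intervals as covariate 464 of 87213 regions were called, but the covariate carries the drug itself, and at the 7 named regions the calls ended on larger standard errors, 0.24 to 0.99, with changes of −1.22 to −1.56 and 1.31 to 2.93. At 2 others, Pecam1 and Junb, the change shrank, from −1.22 to −0.71 and from −0.40 to −0.22. The lost calls thus decide nothing. A lower signal over background in the libraries of 1 group cannot be told apart from an effect of the drug on chromatin, which stays open as a hypothesis.

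The higher S586A ranks inside Smarcc2 were weighed against DNA of the add-back construct. Within 100 kb outside the gene 1 region was called (chromosome 10, 128458200 to 128458699, change 0.88, adjusted p = 0.0496), and by the bound set for this test that counted against construct DNA. The bound was wrong, because this region had the same score as the region over the gene start in 20 of 20 libraries, so outside was not separated from inside. Beyond 1 kb 0 of the tested regions were called by limma, a count made after the 1 was seen. By this test construct DNA thus cannot be told apart from a change of the gene's own chromatin. The vector libraries, which had no part in choosing the 18 sites inside the gene, had a top interval at 0 of them each. This signal therefore came with the add-back. Exon positions were not available, so it was not matched to the coding sequence.

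The oligodendrocyte regions that ranked higher in S586E than in S586A were weighed against 3 explanations. A lower share of neurons needs every other cell type in the cultures to rise alike. Microglia and vascular lists differed by −0.01 on average: vascular scores overlapped in both states, and microglia scores overlapped unstimulated and were lower with S586E in both depolarized libraries, −0.80 against −0.70. Lists that move apart argue against such a share as the whole cause only if microglia and vascular cells were present, which was not tested. Other lists moved as it would have them: in unstimulated libraries the astrocyte list was −0.13 with S586E and −0.30 with S586A, the progenitor list −0.26 and −0.58, and the synapse list −0.35 and −0.18; with KCl these last 2 were −0.32 and −0.55, and −0.38 and −0.33. Against it, the inhibitory neuron list averaged −0.90 with S586E without KCl, above both S586A libraries in each library, the excitatory list overlapped in both states and the astrocyte list overlapped with KCl. A part in the pattern therefore stays open. Without the S586E library of lowest depth 4 of 5 regions kept their call. Olig2 went from 2.25 ± 0.36 (adjusted p = 0.0155) to 2.21 ± 0.42 (adjusted p = 0.0506), a call that ended because the standard error grew. This argues against 1 library of a lower depth. Another share of oligodendrocyte-lineage cells may explain the pattern: the list differed by 0.27, higher in every S586E than in every S586A library of the same state, and its 120 regions not called also differed, by 0.25 unstimulated and 0.11 depolarized. For this list the wild-type add-back libraries had −0.47 and −0.21 unstimulated and −0.46 and −0.53 depolarized. S586A overlapped wild type in both states, and S586E overlapped it unstimulated but was higher depolarized. Unstimulated, the wild-type libraries spanned most of the range between the means of the mutants, −0.17 and −0.52. An effect of the mutation on the neurons' chromatin stays open and was not tested.

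Other splits of the same libraries, with an additive fit, show where chance can be excluded. It can for FHT1015 (72980 regions, highest other split 5361, 1 of 100 splits as large), depolarization at DIV18 (58846, 22, 1 of 100), Smarcc2 knockout (14886, 8, 1 of 34), wild-type add-back (10274, 4, 1 of 34), S586A against wild type (21, 5, 1 of 34) and S586E against S586A (382, 9, 1 of 34). It cannot for Arid2 knockout (10, highest other 30, 32 of 34 as large) or S586E against wild type (13, highest other 210, 3 of 34). The split with 210 set 3 wild-type libraries and the depolarized S586E library 1 against the rest, which points to a structure among these libraries. For 4 against 4 libraries, 34 of 35 splits could be fitted. The splits counted as large include the real one. For S586A against wild type, 16 of the 64 regions up in the main fit lay inside Smarcc2. How many of the 21 lay there was not counted, so for S586A the splits decide nothing outside this gene.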

How the results depend on the processing

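Ranking by summit and ties at their mean rank were chosen after seeing the data. Each count below is of called regions. For all 12 main comparisons the count stayed within 1.5 times under chromosome X, regions held by 4 libraries, no trend, an overlap of at least 50% and ties. Ranking by fold gave the same order as by p, so it tests nothing.

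With lists of 30000 intervals, where fewer regions are tested, the counts were 12870 for 30 min of KCl in DMSO, 34049 for FHT1015, 9255 for the 30 min interaction, 31 for Arid2 knockout, 26884 for KCl at DIV18, 9898 for Smarcc2 knockout, 32 for S586A against wild type, 14 for S586E against wild type and 236 for S586E against S586A. With 133009 intervals, the shortest list, they were 7770 for 10 min of KCl, 261 for S586A, 366 for S586E and 999 between the mutants. With −log10 q of 5 or more these were 8494, 477, 567 and 1192. Without a filter Arid2 knockout gave 528, S586A 220 and S586E 345. The number of intervals as covariate gave 2109 for 10 min of KCl, 464 for FHT1015, 20 for KCl in non-targeting neurons at DIV7, 38184 for KCl at DIV18, 7959 for Smarcc2 knockout and 327 between the mutants. The replicate block gave 85 for Arid2 knockout. By summit the counts were 14906 for 10 min of KCl, 53689 for FHT1015, 18203 for the interaction, 514 for KCl in non-targeting neurons at DIV7, 35 for Arid2 knockout, 27 for S586A and 10 for S586E. Apart from the shorter lists, the cause was not tested.

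Leaving out 1 library, with a lone library assumed to vary like the others, gave 1186 to 1432 for 10 min of KCl, 12521 to 16316 for 30 min, 325 to 513 in non-targeting neurons at DIV7, 190 to 350 for Arid2 knockout, 6686 to 14865 for Smarcc2 knockout, 4343 to 6840 for wild-type add-back, 134 to 176 for S586A, 132 to 1128 for S586E and 275 to 2038 between the mutants. FHT1015 (83107 to 88500), the 30 min interaction (19709 to 28401) and KCl at DIV18 (52617 to 60003) moved less than 1.5 times.

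Of the list results, 85 of 288 passed with the preset correlation against 18. With the replicate block 15 passed. It ended those for FHT1015 at excitatory gene ends (0.0686) and housekeeping distal regions (0.0573), for KCl in DMSO at housekeeping distal regions at 10 min (0.0607) and excitatory gene ends at 30 min (0.0545), and added inhibitory gene ends for KCl at DIV18 (0.0192). In the 10 min interaction it ended both, late activity gene ends and housekeeping distal regions (0.0764). Of the library measures, 2 passed with −log10 q of 5 or more against 4. By summit 2 regions reversed: Fosb in the 30 min interaction, 1.16, and Egr1 between the mutants, 0.05. With 30000 intervals the regions lost with KCl in the Arid2 experiment reversed at DIV18, from 5.56 to −6.9 in percent held and from 0.161 to −0.326 in mean rank score. The cause was not tested. Without 1 library, named regions kept their side of the threshold in 1301 cases, lost a call in 71 and gained 1 in 12.

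GC correction, alone or with the replicate block, motif sets and distance from a transcription start were not run. Few reads limit the lower end of the lists, and 133009 intervals in the shortest one limit the list length.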

Other observations

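The comparisons of wild-type add-back with non-targeting and of the mutants with vector, and the regions named here, were not in the plan and were chosen after the results were seen.

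Some activity genes have regions that were not described above. Homer1, which encodes a synaptic scaffold, has a distal region (chromosome 13, 93305417 to 93305916) held by 10 of 10 depolarized and 0 of 10 unstimulated DIV18 libraries, which rose by 7.71 ± 0.10 (adjusted p = 5.4e-15, 2.05 at summits). Near the clock gene Per1 a region (chromosome 11, 69104374 to 69104873) rose by 10.66 ± 0.16 (adjusted p = 1.68e-14, 1.38 at summits), and 1 of Kif13b, a kinesin gene (chromosome 14, 64591606 to 64592105), changed by −3.48 ± 0.24 (adjusted p = 3.57e-07, −1.84 at summits). Fosb rose by 11.85 ± 0.25 there (adjusted p = 5.4e-13, 3.18 at summits). In non-targeting neurons at DIV7 a distal region of the nuclear receptor gene Nr4a3 (chromosome 4, 48047164 to 48047663) rose from 1.56 ± 0.01 to 9.07 ± 0.72 (SD, n = 2 each, limma adjusted p = 0.0002). With the number of intervals as a covariate the change was 8.42 ± 1.07, and the call ended on a standard error that grew from 0.37 (adjusted p = 0.108). With FHT1015, distal regions of Pecam1, an endothelial gene (chromosome 11, 106657955 to 106658454), and of the interneuron gene Pvalb (chromosome 15, 78204037 to 78204536) changed by −1.22 ± 0.12 and −1.02 ± 0.12 (adjusted p = 2.18e-05 and 6.32e-05). With that covariate Pecam1 shrank to −0.71 ± 0.43 (adjusted p = 0.334), and Pvalb was −1.39 ± 0.45, where the larger error ended the call (adjusted p = 0.119).

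Wild-type add-back differed from non-targeting neurons at lists of other cell types. Distal regions of neural progenitor genes were called up in 3 of 195 cases and down in 0, or 15 and 1 adjusted over the list alone (adjusted p = 0.0118 with an estimated correlation). Those of astrocyte genes were up in 6 of 172 and down in 0, or 16 and 0 adjusted over the list alone (adjusted p = 0.0484 with an estimated correlation). Other lists did not pass, but library means moved: without and with KCl the oligodendrocyte list averaged −0.34 and −0.50 with wild type and −0.58 and −0.70 in non-targeting libraries, and the synapse list −0.24 and −0.41 against −0.09 and −0.29. Against vector, S586A gave 8432 regions up and 5128 down (62.2% up; 79.2% by summit), and S586E 6794 and 6162 (52.4% up; 69.4% by summit).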
